A study of Homo sapiens with 2 samples. Its data were reported in "An in vitro model of tumor heterogeneity resolves genetic, epigenetic, and stochastic sources of cell state variability" (2021).

How the data were processed

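Cells of 8 PC9 populations, at 8 to 10 passages per the labels, were each stained with 1 ng of a different hashing antibody (TotalSeq-A), pooled, and loaded on a 10x Genomics Chromium instrument with version 2 chemistry for 3′ counting. The labels list an mRNA library and an HTO library from that run.

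The authors counted the sequences of the HTO library per droplet barcode and hashtag with CITE-seq-Count, and deposited raw counts that had not been normalized. The version, the mismatches allowed in a hashtag, the rule by which UMIs were merged and the choice of the droplet barcodes are not stated. The deposited read count matrix keeps PCR duplicates, and the deposited UMI count matrix has them collapsed. Both are filed with 16-base droplet barcodes and the 15-base hashtag sequences. The read matrix was filed under the mRNA library although its rows are hashtags. No genome was used to make these values, and none was used here. The reads of both samples come from the same droplets, so they were treated as 1 pooled library and not as groups to be compared. Hashtags were not tied to populations, because no label pairs them.

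The main classification followed the approach that the study's methods name, the demultiplexing function of Seurat, with its default settings. UMI counts of the 8 hashtags, without the unmapped row, were normalized by the centered log ratio (CLR) over each hashtag and classified with HTODemux in Seurat 5.3.0 (R 4.3.3), using clara clustering into 9 clusters, a positive quantile of 0.99 and the seed 42. HTODemux fits a negative binomial distribution to each hashtag in the cluster with its lowest mean and calls a barcode positive above that quantile of the fit. A barcode positive for at least 2 hashtags was a multiplet. In 17 of the 13134 singlets the hashtag with the highest normalized value, which HTODemux uses as the name, was not the one above its cutoff, and the name given by HTODemux was kept. No barcode was removed beforehand, no gene-based doublet caller was run, and no filter on genes or RNA molecules was applied, because gene counts were not analysed here.

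The classification was tested on simulated data: 15324 barcodes were drawn with known hashtags from the levels of the real ones (seed 2021). Of the 13402 simulated barcodes with 1 hashtag, 99.4% received that hashtag and 0.530% were called multiplets, and 99.9% of those with 2 hashtags were called multiplets. The estimate of hidden multiplets was 291 where 280 had been simulated. The background of these simulated barcodes was drawn from singlets, whose other hashtags lie below the cutoffs, so the test understates how often background is called as a hashtag. The levels of the simulated cells were drawn from called singlets of the same hashtag, nearly all above its cutoff. High recovery was thus largely fixed in advance. Cells too dim to be called were not simulated, so the test does not show how many are missed.

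Shares are given with exact binomial (Clopper-Pearson) intervals, counts with exact Poisson intervals and medians with exact order-statistic intervals, all at 95%, from scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9. Cells of 1 library are not replicates, so no p-value or standard error was computed from them. The interval of the ratio of the largest to the smallest hashtag came from the exact binomial interval of the larger count in the sum of both. Expected pairs of hashtags in barcodes with exactly 2 were fitted to the totals of each hashtag, leaving out pairs of a hashtag with itself (quasi-independence). The number of intervals that exclude 1 by chance was taken from 1000 tables drawn from the fitted numbers (seed 1), each fitted again. The share of these barcodes expected to hold a given hashtag came from random pairs of cells at the singlet shares, again without pairs of a hashtag with itself. Hidden multiplets were estimated as the visible ones times the chance that 2 random cells share a hashtag over the chance that they do not. All 8 hashtags are reported, and of the 28 pairs the 2 highest and the 2 lowest ratios are named. No droplet barcode is named. To see what merging of similar UMIs would do, random UMIs of 10 bases were simulated 5 times per read number (seed 1) and merged by the directional rule at up to 1 or 2 differences.

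Before the data were examined, 9 alternatives to the classification were fixed: a looser positive quantile of 0.95 and a stricter one of 0.999, k-means in place of clara clustering, CLR over each barcode, read counts in place of UMIs, MULTIseqDemux of Seurat with automatic thresholds, a ratio rule, a minimum of 50 hashtag UMIs, and the seed 1. The ratio rule calls a singlet where the top hashtag has at least 10 UMIs and at least 3 times the next one, a multiplet of the top 2 hashtags where it has at least 10 UMIs and less than 3 times, and a negative below 10 UMIs. Further alternatives for single results, such as ratios of sums and medians over barcodes, were fixed at the same time. After seeing the data, 2 more were added for the classification, the HTODemux cutoffs doubled and the smaller barcode of each pair that differs at 1 base left out, and 1 for the reads per UMI, the 7 hashtags other than the called one. The totals of single hashtags in barcodes with 2 were compared under all of the classifications except MULTIseqDemux, also after seeing the data.

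The depth of the library, with a median of 1379 hashtag UMIs per barcode, lay above the cutoffs of 21 to 99 UMIs. The number of barcodes sets the width of the intervals, so the counts of hashtag pairs, at 29 to 104 barcodes, limit what can be seen about random pairing. No lower sequencing depth was tried.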

Results

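The data came from a single pooled run of single-cell RNA sequencing with cell hashing on members of the PC9 family, a human non-small cell lung cancer line that carries a deletion in exon 19 of EGFR. The pool held 8 untreated populations. Of these, 3 were versions of the cell line (PC9-VU, PC9-MGH and PC9-BR1) and 5 were sublines grown from single PC9-VU cells (DS3, DS6, DS7, DS8 and DS9). In cell hashing, each population is stained with an antibody that carries its own DNA barcode, the hashtag oligonucleotide (HTO), before the cells are mixed and encapsulated in droplets. A droplet barcode with 1 hashtag is then read as a singlet, and a droplet barcode with at least 2 different hashtags as a multiplet. The labels describe 2 libraries made from the same droplets, an mRNA library and an HTO library, with 1 sample each, so no value below has a replicate.

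Both matrices held hashtag counts. The matrix filed under the mRNA library contained reads and the matrix filed under the HTO library contained unique molecular identifiers (UMIs), which count each tagged molecule once. Gene expression was not analysed here. Each matrix had 9 rows, 8 for the hashtags and 1 for sequences that matched no hashtag, over the same 15324 droplet barcodes, and its 137392 entries above 0 lay at the same positions. No read entry was below its UMI entry. The number of barcodes was 99.5% of the roughly 15400 cells that the labels give as obtained, from a loading aimed at about 20000. The 8 hashtags together had 81061884 reads and 22104678 UMIs, with exact 95% Poisson intervals of 81044239 to 81079532 and 22095464 to 22113895. The median barcode had 3707 hashtag reads (25th to 75th percentile 1665 to 7024) and 1379 hashtag UMIs (831 to 1869). The barcode with the fewest hashtag UMIs had 88 and the one with the most had 11616. All intervals given here cover counting error only, and reads that are PCR copies of 1 molecule are not independent counts.

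The hashtags are synthetic 15-base sequences with no position in the genome. They were named HTO_A (GTCAACTCTTTAGCG), HTO_B (TGATGGCCTATTGGG), HTO_C (TTCCGCCTCTCTTTG), HTO_D (AGTAAGTTCAGCGTA), HTO_E (AAGTATCGTTTCGCA), HTO_F (GGTTGCCAGATGTCA), HTO_G (TGTCTTTCCTGCCAG) and HTO_H (CTCCTCTGCAATTAC). Neither the labels nor the matrices state which hashtag marked which population, so all values are given per hashtag.

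The first question was how many droplets could be assigned to 1 population. With the UMI counts and HTODemux at its positive quantile of 0.99, 13134 of the 15324 barcodes were singlets, a share of 85.7% (exact binomial 95% interval 85.1% to 86.3%). A further 2154 barcodes were multiplets (14.1%, 13.5% to 14.6%). The remaining 36 were negative for all 8 hashtags (0.235%, 0.165% to 0.325%). The multiplet share moved most at the looser positive quantile of 0.95, where it was 21.3%, and was lowest with the ratio rule, at 8.57%. Among the multiplets, 1837 barcodes had exactly 2 hashtags, 224 had 3, 54 had 4, and 39 had at least 5.

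Populations were combined in about similar proportions according to the labels, which would give each hashtag 12.5% of the singlets if labeling and recovery were equal. HTO_C was the most frequent hashtag with 2314 singlets, 17.6% of all singlets (exact binomial 95% interval 17.0% to 18.3%). HTO_E had 1994 singlets (15.2%, 14.6% to 15.8%) and HTO_D had 1810 (13.8%, 13.2% to 14.4%). These 3 shares lay above 12.5% by more than counting error. HTO_F had 1584 singlets (12.1%, 11.5% to 12.6%) and HTO_G had 1569 (11.9%, 11.4% to 12.5%), both within counting error of 12.5%. HTO_A had 1554 singlets (11.8%, 11.3% to 12.4%) and HTO_B had 1408 (10.7%, 10.2% to 11.3%), both below it. HTO_H was the least frequent with 901 singlets (6.86%, 6.43% to 7.31%). The largest hashtag thus had 2.57 times as many singlets as the smallest, with an exact 95% interval of 2.38 to 2.78. This ratio moved most under a rule based on the ratio of the top hashtag to the next one, where it was 2.68.

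**Figure D1:**
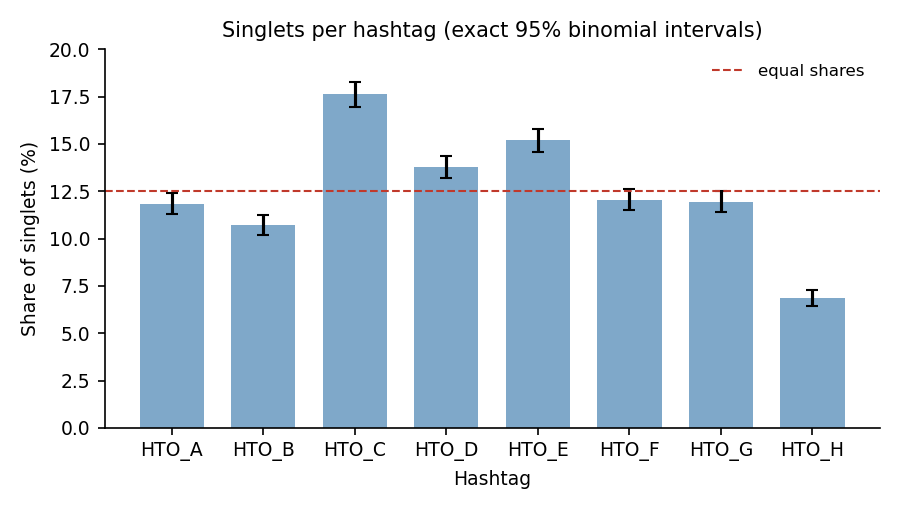
Share of the 13134 singlets in percent (vertical axis) for each of the 8 hashtags (horizontal axis), with exact 95% binomial intervals as error bars and equal shares of 12.5% as the dashed line. HTO_C stands highest at 17.6% and HTO_H lowest at 6.86%.

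How well the classes separate depends on the level of a hashtag in its own singlets and in those of the other 7 hashtags. HTO_G had the highest level in its own singlets, with a median of 1542 UMIs, and HTO_B the lowest, with a median of 332 (25th to 75th percentile 224 to 521). The level of HTO_H was 709 UMIs, and the medians of the other 5 hashtags ranged from 1184 for HTO_E to 1391.5 for HTO_A. In singlets of other hashtags the medians ran from 8 UMIs for HTO_H to 29 UMIs for HTO_D, and HTO_B had 20. The called level was therefore 16.6 times the level elsewhere for HTO_B, against 128.5 times for HTO_G and 46.8 times for HTO_D, the hashtag with the next lowest value. The cutoffs of HTODemux lay between these levels, from 21 UMIs for HTO_H to 99 UMIs for HTO_B. Of the HTO_B singlets, 19.0% had fewer UMIs than 2 times the cutoff of 99, compared with 0.191% of the HTO_G singlets for their cutoff of 31.

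**Figure D2:**
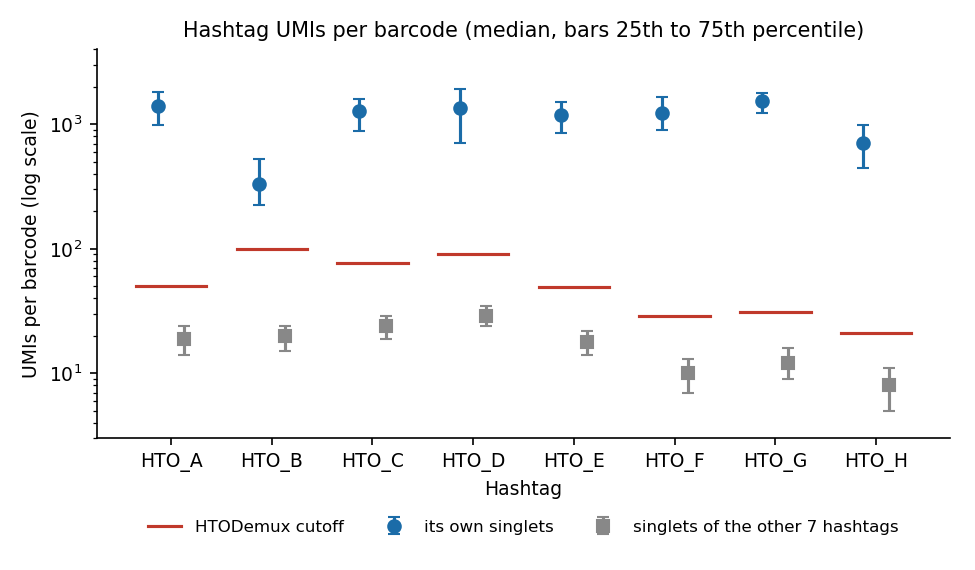
UMIs per barcode on a log scale (vertical axis) for each hashtag (horizontal axis) in its own singlets (circles) and in singlets of the other 7 hashtags (squares), as medians with bars from the 25th to the 75th percentile and the HTODemux cutoffs as horizontal lines. HTO_B has the smallest gap, with medians of 332 and 20 UMIs around a cutoff of 99.

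UMIs of hashtags other than the called one were present in the singlets at a median share of 9.29% of a barcode's hashtag UMIs (exact 95% interval of the median 9.19% to 9.40%, 25th to 75th percentile 6.94% to 14.7%). The share was lowest from the read counts, at 5.73%. For each hashtag, the median count differed little between singlets of the 7 other hashtags. HTO_A showed the largest ratio of its highest to its lowest median, from 17 UMIs in singlets of HTO_F to 21 in singlets of HTO_G, and HTO_F and HTO_H had the same median, 10 and 8 UMIs, in all 7.

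Multiplets of cells with the same hashtag cannot be seen by hashing. Given the singlet shares, 13.2% of random cell pairs carry the same hashtag, which gives an estimate of 328 hidden multiplets (315.1 to 340.9 from the counting error of the 2154 visible ones), or 2.50% of the singlets. With these included, 16.2% of all barcodes would be multiplets. The estimate assumes that every visible multiplet was real, that cells paired at random and that each multiplet held 2 cells. It moved most at the positive quantile of 0.95, where it was 496 barcodes. The other alternatives that left its interval all lowered it, to between 201 with the ratio rule and 290.2 from read counts.

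Whether cells of different populations met at random in droplets was tested on the 1837 barcodes with exactly 2 hashtags. The 28 pairs had 29 to 104 barcodes each, and these were compared with the number expected from random pairing with the same total per hashtag. None of the 28 exact 95% Poisson intervals for the ratio of observed to expected barcodes excluded 1. In 1000 simulations of random pairing, a mean of 0.451 intervals did so and 65.6% of the simulations had none. The highest ratio was 1.23 for HTO_F with HTO_H (66 barcodes, 0.951 to 1.56), followed by 1.19 for HTO_A with HTO_B (55 barcodes, 0.899 to 1.55). The lowest ratio was 0.701 for HTO_D with HTO_H (29 barcodes, 0.469 to 1.01), followed by 0.770 for HTO_B with HTO_C (46 barcodes, 0.564 to 1.03). A departure from random pairing was thus not detectable for any pair at this depth. The ratio rule changed this the most, with 8 of the 28 intervals excluding 1.

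**Figure D3:**
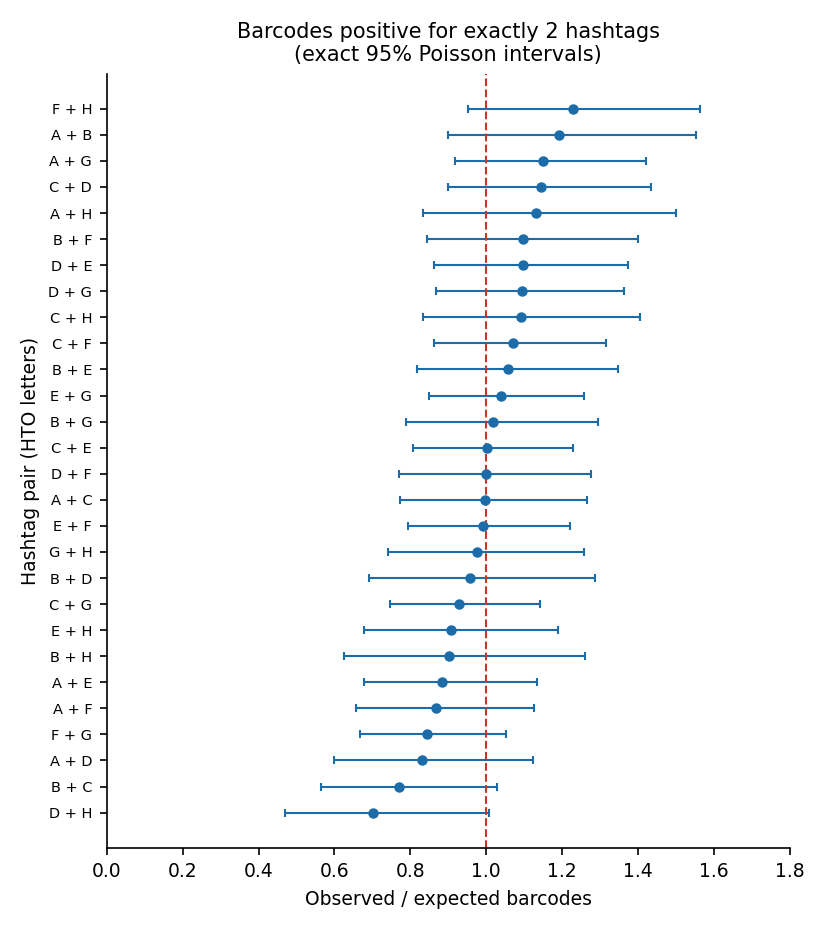
Observed over expected barcodes (horizontal axis) for the 28 hashtag pairs (vertical axis, HTO letters) among the 1837 barcodes with exactly 2 hashtags, with exact 95% Poisson intervals and a dashed line at 1. The ratios run from 0.701 for HTO_D with HTO_H to 1.23 for HTO_F with HTO_H, and every interval includes 1.

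The totals of single hashtags in these barcodes were also compared with random pairing of the singlet shares, a comparison chosen after seeing the data. The exact binomial 95% interval excluded 1 for 5 of the 8 hashtags. HTO_H was in 348 of the 1837 barcodes with 2 hashtags, 1.29 times the number expected from its share of singlets (1.17 to 1.41). HTO_G was in 562, 1.26 times the number expected (1.18 to 1.35), and HTO_F in 509, 1.13 times (1.05 to 1.22). HTO_C was in 519, 0.845 times the number expected (0.783 to 0.908), and HTO_D in 407, 0.809 times (0.740 to 0.881). The ratio rule moved this result most and turned the direction for all 5, with 0.851 for HTO_H (0.730 to 0.983) and 1.32 for HTO_D (1.22 to 1.41). With the cutoffs doubled, the ratio was 1.01 for HTO_H (0.884 to 1.14), 1.06 for HTO_G (0.965 to 1.16) and 0.895 for HTO_D (0.812 to 0.982). From read counts it was 1.33 for HTO_H (1.21 to 1.47).

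The depth of the hashtag library was measured by the number of reads per UMI. Over all barcodes the 8 hashtags had 3.67 reads per UMI, ranging from 1.94 for HTO_B to 4.26 for HTO_D. The value was not constant over barcodes. In the 1196 singlets with fewer than 500 reads of the called hashtag, that hashtag had 1.69 reads per UMI, and in the 244 singlets with at least 20000 reads it had 8.56. The other 7 hashtags in the same barcodes had 1.66 reads per UMI in both sets. Their count rose little, from a median of 113.5 UMIs to 133.5 UMIs. The rise was shared by the hashtags: in singlets with 2000 to 4000 reads of the called hashtag, the 8 hashtags lay between 2.49 and 2.68 reads per UMI. Taken over the 7 other hashtags in singlets alone, which was the alternative that moved this result most and was chosen after seeing the data, the library had 1.65 reads per UMI.

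**Figure D4:**
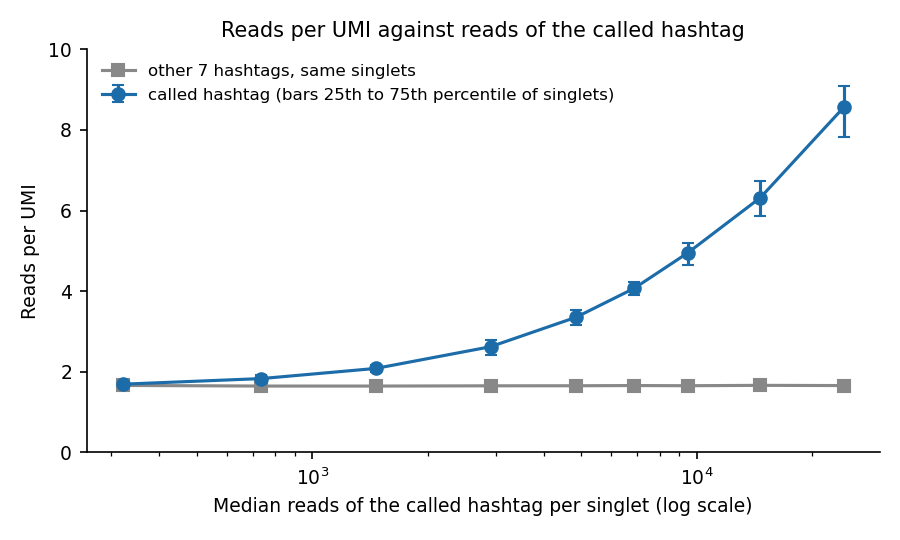
Reads per UMI (vertical axis) against the median number of reads of the called hashtag on a log scale (horizontal axis) in 9 read ranges of singlets, for the called hashtag (circles, bars from the 25th to the 75th percentile of singlets) and for the other 7 hashtags in the same singlets (squares). The called hashtag rises from 1.69 to 8.56 while the others stay near 1.66.

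Calls made from the reads and from the UMIs were compared to see whether the kind of count alters the assignment. The 2 kinds may differ by more than PCR duplicates. Reads per UMI rose from 1.69 to 8.56 for the called hashtag and stayed near 1.66 for the others. Changed calls can therefore not be credited to PCR duplicates alone. The same class, and for singlets the same hashtag, was obtained for 14897 of the 15324 barcodes, or 97.2% (exact binomial 95% interval 96.9% to 97.5%). Of the 427 barcodes that differed, 308 were multiplets by UMIs and singlets by reads. Among the 13039 barcodes that were singlets by both counts, 5 differed in their hashtag, which left 99.96% the same. That subset was the alternative that moved the value most.

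Droplet barcodes that differ at 1 base can arise from a single droplet, so their hashtags were compared. There were 129 such pairs, and in 105 of them both barcodes were singlets. All 105 pairs carried the same hashtag (100%, exact binomial 95% interval 96.5% to 100%), whereas 13.2% would share one at random. Among the 1675 pairs of singlets that differed at 2 bases, 256 shared a hashtag, or 15.3% (13.6% to 17.1%). In the pairs that differed at 1 base, the larger barcode had a median of 24.5 times the reads of the smaller one.

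Sequences that matched no hashtag made up 1.61% of all reads and 3.98% of all UMIs, with exact binomial 95% intervals of 1.612% to 1.618% and 3.973% to 3.989%. The median over barcodes was 1.75% of reads and 3.67% of UMIs.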

Values the study reported

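The study reported that 8 hashing antibodies were used for the 8 samples, at 1 ng each, and that loading aimed for approximately 20,000 cells, of which approximately 15,400 were obtained. A droplet counted as a multiplet in the study when at least 2 different hashtags were found with its barcode, and multiplets were also removed by automated doublet detection with DoubletFinder. The study then removed cells with fewer than 3,000 detected genes or 15,000 RNA molecules. Sequencing of the mRNA library was planned at 50 M reads per hashed sample.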

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

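All tests in this part were chosen after the result was seen. Each of 8 measures was checked for a hashtag far from the other 7, by the gap to its nearest neighbour relative to the whole range (Dixon's ratio at its 95% critical value for 8 values, which chance passes in about 1 in 20 sets). HTO_B stood apart in 2 related measures. Its level in singlets of the other hashtags was 6.02% of the level in its own singlets in UMIs, and the next highest hashtag had 2.13% (gap over range 0.741). In reads the value was 5.28% against 1.18% for the next highest (0.834). These are the same comparison in both kinds of count, so they are not independent. They also depend on the scale. As the inverse ratio in UMIs, HTO_B at 16.6 lay nearer to the next value, 46.8, than that value lay to the highest, 128.5. By the same rule HTO_B would not stand apart on that scale.

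Merging of similar UMIs would lower the called level of bright hashtags most and so could only narrow the gap of HTO_B. In reads, which are not merged, the next highest hashtag moved to 1.18% while HTO_B stayed apart at 5.28%, which argues against merging as the cause. A larger amount of free HTO_B was tested by its level in singlets of the other hashtags, a median of 20 UMIs, which lay within the range of 8 to 29 UMIs of the other 7, which argues against it. What remains is a low level in its own singlets, a median of 605.5 reads where the other hashtags had 1450 to 5539. Fewer antibodies bound per cell could come from the antibody or from the population that it marked, and these cannot be told apart, because each population had 1 antibody and each antibody 1 population. No biological explanation was tested, since no label ties HTO_B to a population.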

How the results depend on the processing

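The doubled cutoffs, the removal of the smaller barcode of each pair 1 base apart, the reads per UMI over the 7 other hashtags, and all comparisons of single hashtags in barcodes with 2 hashtags were tests chosen after the result was seen, and the other alternatives were planned.

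The ratio of the largest to the smallest hashtag stayed within its counting error under all 11 alternatives, at 2.55 to 2.68, with HTO_C over HTO_H in each. No value of the classification, the pairs or the background left its interval under k-means clustering, the minimum of 50 UMIs or the seed 1. The same held without the smaller barcode of each pair 1 base apart. The minimum of 50 UMIs removed 0 barcodes and so tests nothing. The seed 1 gave the same cutoffs and values as the main setting, so it adds nothing about stability.

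The class shares depended on the cutoffs. At the positive quantile of 0.95 they were 78.7% singlets, 21.3% multiplets and 0.00653% negatives, with 496 hidden multiplets. At the stricter quantile they were 88.1%, 10.7% and 1.26%, with 249.6 hidden. CLR over each barcode gave 89.0%, 9.91% and 1.10%, with 232 hidden. Read counts gave 87.1%, 12.5% and 0.411%, with 290.2 hidden. MULTIseqDemux gave 88.9%, 9.91% and 1.22%, with 231 hidden. The ratio rule gave 91.4%, 8.57% and 0% (fixed by construction, since the top hashtag of every barcode had at least 10 UMIs), with 201 hidden. Doubled cutoffs gave 87.4%, 9.28% and 3.31%, with 219 hidden. Both quantiles and the doubled cutoffs move the cutoffs by construction, and the number of hidden multiplets is computed from that of visible ones. With CLR over each barcode the classes still followed from the same UMI counts and changed only through the cutoffs. These rose for every hashtag except HTO_B, from 50 to 153 UMIs for HTO_A, and fell from 99 to 80 for HTO_B. Why the cutoffs changed was not tested. For read counts, MULTIseqDemux and the other shares of the ratio rule the cause was not tested.

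The number of pairs whose interval excluded 1 was 0 in the main setting, 3 at the quantile of 0.95, 1 at the stricter one, 1 with CLR over each barcode, 2 with doubled cutoffs and 8 with the ratio rule, and the cause was not tested. MULTIseqDemux gave no value for pairs, because its output can name a hashtag together with itself. The 2 highest pairs stayed above 1 and the 2 lowest below 1 in all 40 values under alternatives, and 39 of these lay within the interval of the main ratio. Some intervals of these pairs under alternatives excluded 1, however. For HTO_D with HTO_H this was so at the quantile of 0.95 (0.504 to 0.961) and with the ratio rule (0.238 to 0.731). For HTO_A with HTO_B it was so at doubled cutoffs (1.01 to 1.86).

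For single hashtags in barcodes with 2, the ratio rule turned the direction for all 5 whose interval excluded 1, to 1.14 for HTO_C, 1.32 for HTO_D, 0.9502 for HTO_F, 0.913 for HTO_G and 0.851 for HTO_H, with intervals that include 1 for HTO_F and HTO_G. Read counts turned it for HTO_F, to 0.976, with an interval that includes 1. The cause was not tested in either case. Other alternatives kept the direction for these 5, with HTO_H from 1.01 at doubled cutoffs to 1.52 at the quantile of 0.95. Not all of these intervals excluded 1, however. With CLR over each barcode and at doubled cutoffs, those for HTO_F, HTO_G and HTO_H included 1. So did the interval for HTO_C at doubled cutoffs and that for HTO_H at the stricter quantile. Of the other 3 hashtags, HTO_B moved to 0.684 (0.597 to 0.779) with the ratio rule and to 0.810 (0.739 to 0.886) at the quantile of 0.95, and HTO_E moved to 1.11 (1.03 to 1.19) with CLR over each barcode, with intervals that exclude 1.

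The background share in singlets, 9.29%, was 9.03% at the quantile of 0.95, 9.41% at the stricter one, 9.46% with CLR over each barcode, 9.45% with MULTIseqDemux, 9.61% with the ratio rule and 9.50% as a ratio of sums. It was 5.73% from read counts, in which the called hashtag has more weight, with 3.90 reads per UMI against 1.65 for the others. For the other values the cause was not tested. Doubled cutoffs kept it within its interval.

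As a median over barcodes, the unmapped share was 1.75% of reads and 3.67% of UMIs. Reads per UMI were 2.60 as a median over singlet barcodes and 1.65 over the 7 other hashtags in singlets, since barcodes with many reads and their called hashtag weigh most in the sum. For the median unmapped shares the cause was not tested. The share of barcodes with the same call from reads and UMIs was 97.8% with the ratio rule on both (the cause was not tested) and 99.96% among singlets by both, a subset that leaves out all changes of class. Pairs of barcodes 2 bases apart shared a hashtag in 15.3% of cases, against 100% at 1 base. No lower depth was tried, so what depth limits was not tested.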

Other observations

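The tests of the background in singlets and of the hashtag pairs were written before the data were examined, except that the values used for chimeras and for similar sequences were chosen after the result was seen, and those of the reads per UMI, the close barcodes, the unmapped sequences, the barcodes with at least 3 hashtags and the excess of HTO_G and HTO_H were chosen after the result was seen. No biological explanation was tested for any pattern here, because the hashtags are not tied to populations.

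The UMIs of other hashtags in singlets were compared with what different sources would give. Free hashtag oligonucleotides in the cell suspension would reach all droplets alike, and the medians of a hashtag in singlets of the 7 others differed by at most 1.24 times (HTO_A). Chimeric PCR molecules would rise with the brightest hashtag of a barcode. Singlets have their other hashtags below the cutoffs by definition and so cannot show a strong rise, and all barcodes were used instead. From the tenth of barcodes with the fewest reads of the top hashtag to the tenth with the most, a rise of 44.6 times in those reads, the UMIs outside the top 2 hashtags rose 1.19 times, from a median of 88 to 105, which argues against chimeras as the main source. Confusion of similar sequences would raise the background between hashtags with the nearest sequences, which differ at 8 or 9 bases. Relative to what the hashtag and the set of singlets give, the mean background between these was at most 1.02 times as high. The highest of all 56 values was 1.05, for HTO_A in singlets of HTO_G at 11 bases. By medians, the highest of the 28 pairs was among the nearest, HTO_D with HTO_G at 9 bases, at 1.09. The other nearest pairs ranged from 0.975 for HTO_B with HTO_F to 1.01 for HTO_A with HTO_E. These small ratios argue against confusion as the main source. The evenness is consistent with free oligonucleotides. One part of the prediction written beforehand was not met: the background had 1.65 reads per UMI and the called hashtag 3.90 over all singlets. At fewer than 500 reads the values were 1.65 and 1.69, a comparison chosen after seeing the difference. Antibodies that moved between cells after pooling would also be even, and were not tested.

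Of the 7019 hashtag entries with at least 4000 reads, 6951 had at least 2.4 reads per UMI, 67 had under 1.8 (together 1.67), and 1 lay between, with limits chosen after seeing the data. The 67 were in 65 barcodes, of which 56 were multiplets, and 41 of the 65 also held another entry of at least 4000 reads with at least 2.4 reads per UMI. Why these entries had low values was not tested.

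Reads per UMI of the called hashtag rose with its reads. Deeper amplification of whole droplets would raise the other hashtags too, and their reads per UMI in the singlets with the most reads were 0.998 times those in the singlets with the fewest. Hashtags that amplify differently would differ at equal reads, and they did so by at most 1.08 times at 2000 to 4000 reads. A candidate explanation is that UMIs were merged because their sequences are alike, which joins unrelated molecules once there are many. Random UMIs of 10 bases were simulated with 1.67 reads per UMI (as in the 67 entries) and merged at up to 2 differences. At 20000 reads they gave 5.64 reads per UMI where 7.45 were observed, and merging at 1 difference gave 1.95. The simulation thus gave most of the rise but not all of it, and observed values were 1.04 to 1.32 times the simulated ones from 1000 to 20000 reads. If this holds, the UMI counts of bright hashtags are compressed and the differences between hashtags are larger in reads than in UMIs.

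Barcodes 1 base apart shared their hashtag in 100% of pairs of singlets, which argues against unrelated cells with similar barcodes, for which 13.2% would do so. If the reads of 1 droplet were filed under 2 barcodes, the smaller one would hold a small part of everything, the background included. The 120 smaller barcodes had a median of 5.5 UMIs outside their top 2 hashtags, 5.73% of the median of 96 in the other barcodes. This is consistent with a split of droplets, which may come from errors in the barcode, and concerns 120 of the 15324 barcodes.

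Poisson loading, fitted to the singlets and the barcodes with 2 hashtags, would give 153 barcodes with at least 3 hashtags, and 317 were called, 2.07 times as many (exact Poisson 95% interval 1.85 to 2.31). For at least 5 hashtags 0.226 were expected and 39 called. Clumps of whole cells would bring each hashtag near its usual level, but the weakest hashtag in barcodes with 3 had a median of 2.07% of the reads of its own singlets, and the weakest in barcodes with 4 had 1.30%. With the cutoffs doubled, 77 barcodes had at least 3 hashtags where 79.1 were expected, a ratio of 0.973 (0.768 to 1.22). CLR over each barcode gave 1.11 (0.903 to 1.36). Part of the excess stayed at the stricter quantile, at 1.31 (1.09 to 1.55), and from read counts, at 1.61 (1.40 to 1.85), and it was larger at the looser quantile, at 4.36 (4.10 to 4.63). Background just over the cutoffs may account for much of the excess, and the multiplet share of 14.1% would then include droplets with 1 cell or with fewer cells than hashtags. With doubled cutoffs the share was 9.28%, but 3.31% of barcodes became negative.

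The same background could add to the excess of HTO_G and HTO_H in barcodes with 2 hashtags. Both have low cutoffs, of 31 and 21 UMIs, and 29.2% and 35.3% of their entries in these barcodes lay under 2 times the cutoff. For HTO_F, with a cutoff of 29 UMIs and a ratio of 1.13, 23.8% did so. HTO_B, with a cutoff of 99 UMIs, had 20.5% but no excess, at a ratio of 0.926. Doubled cutoffs remove such entries whether they are background or dim cells, so a fall there cannot tell these apart. At doubled cutoffs the ratio for HTO_H was 1.01 (0.884 to 1.14) and that for HTO_G 1.06 (0.965 to 1.16). At the stricter quantile they were 1.09 (0.964 to 1.22) and 1.16 (1.07 to 1.26). From read counts both stayed high, at 1.33 (1.21 to 1.47) and 1.30 (1.204 to 1.389), and the ratio rule turned them to 0.851 (0.730 to 0.983) and 0.913 (0.822 to 1.01), so the excess depends on how the calls are made. For single pairs, background of a bright hashtag called as another cell was tested on HTO_F with HTO_H, the highest pair. Its ratio was 1.24 (0.902 to 1.67) at the stricter quantile, so it did not go, but its interval includes 1 in both settings and background cannot be told apart from chance with 44 barcodes.

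Unmapped sequences rose with the called hashtag. Free sequences shared by all droplets would not, and the unmapped UMIs rose 7.67 times from the tenth of singlets with the fewest reads of the called hashtag to the tenth with the most. Sequencing errors in the called hashtag would rise in this way, and the unmapped reads rose 9.13 times. The called reads rose 42.3 times, and unmapped reads per 1000 called reads fell from 70.1 to 14.4, so errors may account for the rise, while another source may add to the unmapped reads in singlets with few called reads.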
